A study of Bos taurus with 11 samples. Its data were reported in "Functional annotation of the cattle genome through systematic discovery and characterization of chromatin states and butyrate-induced variations" (2019).

How the data were processed

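Rumen epithelial primary cells of cattle were cultured with or without 5 mM butyrate for 24 h, and chromatin was immunoprecipitated with antibodies to H3K27ac, H3K4me3, H3K4me1, H3K27me3 and CTCF. The labels give 11 samples: 1 control and 1 butyrate library for each of the 5 marks, and 1 input. Per the labels, reads were trimmed with Trim Galore 0.4.1 and aligned with BWA, and peaks were called with MACS2 on the assembly UMD3.1. The starts of H3K27me3 intervals all lay on a grid of 200 bp, and the tool behind that grid is not stated. The deposited table held 371758 intervals of the 10 ChIP libraries, each with coordinates, a peak signal and an average signal. Per the file headers and values, the signal is a tag density, as a whole number at the summit for the peak signal and as a mean over bins of about 32 bp for the average signal. How the authors scaled the signal between libraries is not stated. The table holds no read totals, those that the study gives elsewhere were not used here, and no precision from depth is given. Whether coordinates start at 0 or 1 is not stated either.

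Groups were taken from the sample labels. Since signal was given for called intervals only, regions of 1 library were counted and log2 ratios of butyrate over control were taken for shared regions only, from the average signal with no pseudocount. Overlapping intervals of both libraries of a mark, by at least 1 bp, formed a region. Gene starts were derived from the summit of each interval and its annotated distance to the start, keeping symbols with at least 2 listings that agreed in 90% of cases on 1 position and strand. This gave 23876 starts from 25197 symbols, and 61 symbols lay on 2 chromosomes. A gene whose neighborhood held no interval in any library has no start here. A promoter was the 2 kb on either side of a start and took the signal of the intervals that reached it, so genes under the same broad interval share a value. Intervals were placed at gene starts, in gene bodies or between genes by the same annotation, and the count of CpG islands was used as deposited. The covered share of the genome refers to a chromosome span of 2660.0 Mb.

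With 1 library per mark and condition no test between groups was possible, and counts, shares and ratios are given as values. A ratio of at least 2-fold was counted as higher or lower. For each gene list the median log2 ratio was placed among 10000 random lists of the same size matched on mean signal in 10 bins, the share in control only among lists matched on control signal, and the share gained among lists matched on the presence of H3K27me3 (for H3K27me3, of H3K4me3) in control. At least 5 members were required. The lists, fixed before the data were examined, were mitosis, DNA replication, cell cycle inhibitors, histone deacetylases and acetyltransferases, Polycomb and Trithorax proteins, HOX genes, developmental transcription factors, neuronal and synaptic genes, stratified epithelium, short-chain fatty acid transport and ketogenesis, arachidonic acid metabolism, cAMP signaling, Ras signaling, AP-1 and immediate early genes, linker and variant histones, CTCF and cohesin, markers of fibroblasts, smooth muscle, endothelium and immune cells, and housekeeping genes. Several of them follow themes that the study named for its mRNA results. The study's full lists of genes with higher or lower mRNA were used by name and direction.

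The genes named in the text followed a rule that was also set beforehand. Per mark, among regions whose larger signal reached the median of that library, these were the 4 shared and the 4 single-library regions of highest ratio or signal in each direction and the 3 of highest mean signal, without symbols of provisional loci or microRNAs. ARC and MAD2L1 were added because the study displayed them. In each list up to 4 members with the largest absolute promoter ratio of H3K27ac or H3K4me3 and, where present, up to 3 by H3K27me3 were taken. A promoter marked in 1 library only was ranked by the ratio of its signal to the lowest interval signal of the other library, so that such promoters often ranked first. Other genes named as members of a count, and those given as highest relative to the median promoter, were chosen after their values were seen.

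The alternatives were a stricter threshold (intervals at or above the 25% quantile of peak signal), an overlap of at least 50% of the shorter interval, equal numbers of intervals, fold thresholds of 1.5 and 3, peak in place of average signal, omission of low signals, a pseudocount of 1, scaling on the top 10% of regions, centring on the median, and windows of 1 kb and 5 kb. The code was tested on simulated data: all 2000 shared regions among 3000 were found, all 300 gene starts were recovered, and with 200 lists of 40 genes among 8000, 100% of the lists shifted by 0.5 on the log2 scale lay above the 97.5th percentile and 5.5% of the unshifted lists lay outside the central 95%. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.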

Results

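Rumen epithelial primary cells, the cultured lining cells of the cattle forestomach, were compared with and without 5 mM sodium butyrate for 24 h. Butyrate is a short-chain fatty acid made by rumen microbes, and it inhibits histone deacetylases. ChIP-seq libraries were made for 4 histone marks and for CTCF, a DNA-binding protein of chromatin boundaries and loops. H3K27ac marks active enhancers and promoters, H3K4me3 marks promoters, H3K4me1 marks enhancers and promoter flanks, and H3K27me3 is the mark of Polycomb repression. Each mark had 1 control library and 1 butyrate library, and 1 input library served as the background of peak calling. The 10 ChIP libraries held 371758 called intervals on 29 autosomes and chromosome X, in the coordinates of the cattle build UMD3.1 as the file gives them. The interval table holds no read totals, and those that the study gives elsewhere were not used here, so the part of depth in a call was not examined. No mark had a replicate, so no difference below was tested against variation between cultures. The 95% intervals of shares (exact Clopper-Pearson) cover the counting of intervals or genes only. Near the end, those of differences in share use a normal approximation, and those of matched medians a bootstrap over regions or promoters. None covers variation between cultures.

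The first comparison asked how much of the genome each mark occupied before and after butyrate. H3K27ac had more but shorter intervals after butyrate, 48701 against 38148, with a median length of 417 bp against 666 bp, and covered 32.6 Mb against 40.7 Mb. H3K4me3 intervals numbered 33804 after butyrate and 27292 in control, and covered 40.8 Mb and 34.2 Mb. H3K4me1 was lower on both counts, with 47404 intervals over 29.0 Mb after butyrate and 54071 over 39.6 Mb in control. H3K27me3 lay in the broadest intervals, 32088 over 314.5 Mb after butyrate (11.8% of the chromosome span) and 26824 over 267.2 Mb in control (10.0%). CTCF had 34020 intervals after butyrate and 29406 in control, with a median length of 450 bp and 364 bp.

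**Figure D1:**
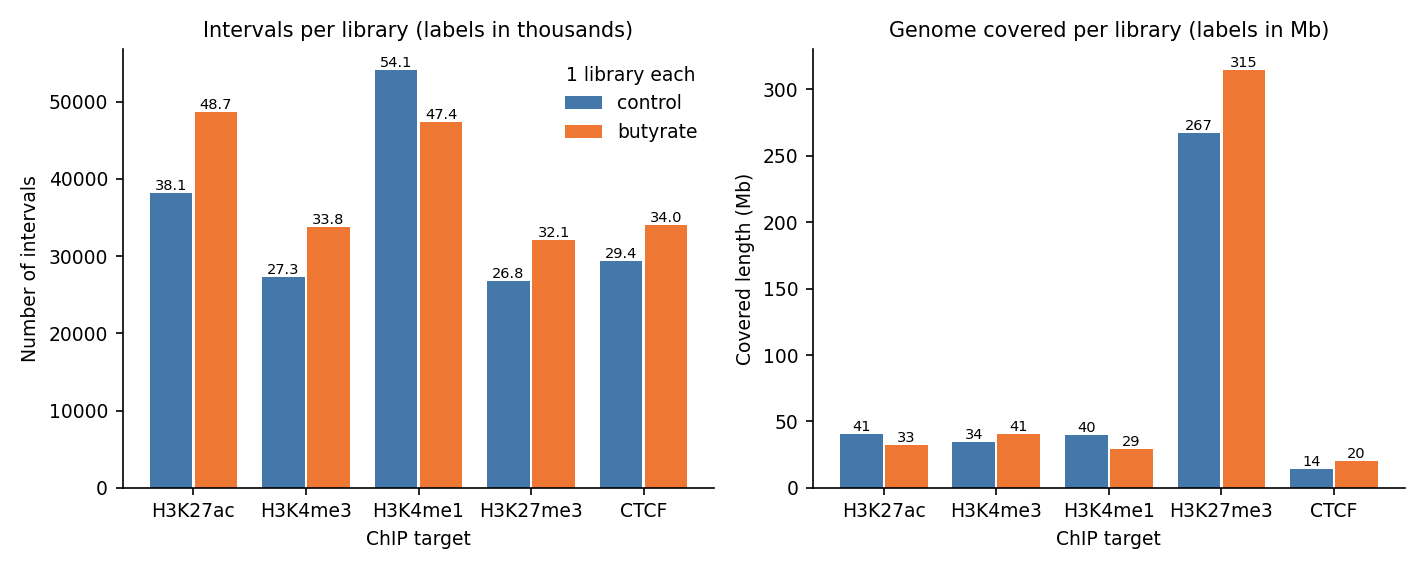
Number of called intervals and length of genome they cover (Mb) for each of the 5 marks, with 1 control and 1 butyrate library per mark. Covered length was lower after butyrate for H3K27ac and H3K4me1 and higher for H3K4me3, H3K27me3 and CTCF.

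The overlap between control and butyrate intervals split the marks into a stable and an unstable group. Of the control intervals, 91.7% for H3K4me3, 89.9% for CTCF and 82.4% for H3K27me3 were overlapped by a butyrate interval. The shares were 51.2% for H3K27ac and 45.6% for H3K4me1. In the other direction, the share of butyrate intervals overlapped by a control interval was 49.2% for H3K27ac, 59.4% for H3K4me1, 70.2% for H3K27me3, 70.6% for H3K4me3 and 73.7% for CTCF.

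H3K27ac was the mark with the largest differences in signal among regions found in both libraries. Of 17407 shared regions, 3500 had at least 2-fold lower average signal after butyrate and 143 at least 2-fold higher. Centred on the median region, the counts were 1091 and 931. The median log2 ratio of butyrate over control was -0.41 as deposited, and it turned to 0.59 when the libraries were scaled on the 10% of regions with the highest mean signal. For single regions, log2 values of H3K27ac and H3K27me3 are therefore given relative to the median region. Those of H3K4me3, H3K4me1 and CTCF are given as deposited. Of the shared regions that were highest relative to the median, the first lay downstream of the heme transporter gene SLC48A1 on chromosome 5 (32656908 to 32659623), with a signal of 19.8 in control and 56.1 after butyrate, which was 1.91 log2 units above the median region. The next were within COL5A1, a collagen chain gene, within VAV2, a guanine nucleotide exchange factor of the cytoskeleton, and just upstream of MTA1, a subunit of the NuRD deacetylase complex, at 1.90, 1.86 and 1.82. At the other end stood the promoter of PABPC1, which encodes the poly(A) binding protein, at -2.03, the tRNA gene TRNAM-CAU on chromosome 23 at -2.11 and a region downstream of MORN1 at -1.91. The strongest regions called in control only lay at the starts of NAB2, a corepressor of EGR factors, C16H1orf159, ATP5SL and the mitochondrial RNA methyltransferase gene NSUN4, with control signals of 108, 101, 99.3 and 99.2. The strongest called after butyrate only lay inside the filamin gene FLNC (56.4), the ciliary transport gene IFT88 (55.0) and the ubiquitin-conjugating enzyme gene UBE2L3 (54.5), and beside the tRNA gene TRNAG-UCC on chromosome 3 (85.0). The highest mean signals, at EPC1, EIF3B and TMEM80, were present in both libraries, with log2 values of -0.17, 0.06 and 0.13 relative to the median region.

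H3K4me3 differed mostly by higher signal after butyrate. Among 21899 shared regions 1138 were at least 2-fold higher and 22 at least 2-fold lower, with a median log2 ratio of 0.06. The regions with the highest ratios lay at the start of KIF1A, a kinesin of axonal vesicle transport (chromosome 3, 120605416 to 120608526; 28.9 in control and 178 after butyrate, log2 ratio 2.62), in the monoamine transporter gene SLC29A4 (2.33), at the start of SLC35F3 (2.21) and at the start of FGF19, an endocrine growth factor of bile acid regulation (2.19). New H3K4me3 intervals with the highest signal were found in the neuronal genes ATCAY (125) and KIF21B (109), in PADI1, a peptidylarginine deiminase of the epidermis (108), and beside the tRNA gene TRNAE-CUC (145). Lower ratios were measured at MORF4L2 (-1.25), the muscle ankyrin repeat gene ANKRD1 (-1.23), the autophagy gene VMP1 (-1.23) and the kinase gene SIK3 (-1.21). Intervals found in control only included those beside TRNAG-GCC (130) and downstream of PACSIN2 (49.6). The regions with the highest mean signal, at the kinase gene PIM3, near the proapoptotic gene BBC3 and at the antiviral gene IFITM3, differed little, with log2 ratios of 0.16, -0.03 and 0.25.

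H3K4me1 regions were mostly found in 1 library only. As many as 29437 regions were called in control only and 19265 after butyrate only, while 22632 were shared, of which 21 were at least 2-fold higher and 50 at least 2-fold lower (41 and 26 centred on the median region, 254 and 687 by peak signal). The median log2 ratio was -0.08, and 0.08 when scaled on the top 10% of regions. Higher signal after butyrate was found at the starts of the glycine transporter gene SLC6A9 (1.26) and the inositol phosphatase gene INPP5A (1.20), downstream of NDUFA10 (1.14) and within BIN1 (1.13). Lower signal was found in the ephrin gene EFNA3 (-1.43), in GLIS2 (-1.39), in MKNK2, a kinase of the translation factor eIF4E (-1.33), and in BCL9L, a cofactor of beta-catenin (-1.25). Strong butyrate-only regions lay in TNFAIP2 and in LGR6, a receptor of epithelial stem cells, and upstream of the retinoid X receptor gene RXRA and of SDF4, with signals of 85.2, 82.3, 81.0 and 80.4. Control-only regions lay at TRNAD-GUC (118), in the hyaluronidase gene HYAL1 (85.8), upstream of CHCHD10 (85.5) and in the activin-binding protein gene FSTL3 (82.5). The 3 strongest regions lay at TRNAG-GCC, TRNAG-UCC and IFITM3, with log2 ratios of 0.03, -0.12 and -0.24.

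H3K27me3 was lower at its strongest sites while new broad intervals appeared elsewhere. Among 19078 shared regions 664 were at least 2-fold lower and 4 at least 2-fold higher, or 2262 and 42 by peak signal. The median log2 ratio was -0.09, and 0.66 when scaled on the top 10% of regions, which are the regions where the mark was lower. The 3 strongest regions were lower by this measure: MN1 had a signal of 108 in control and 46.8 after butyrate (-1.11 relative to the median region), the tenascin gene TNXB 103 and 46.2 (-1.06), and a region over TRNAG-GCC 91.7 and 59.2 (-0.54). The lowest ratios were found near AGPAT2, a lipid synthesis gene (-2.21), MPPED1 (-2.01), RHOBTB3 (-1.99) and the neuronal adhesion gene ICAM5 (-1.93). The highest were near the olfactory receptor gene OR10G2 (1.15), PRR23A (1.09), SLC25A48 (1.09) and the B cell gene CD22 (1.06). Intervals in control only were strongest in AQP12B (36.7), upstream of the cyclin gene CCND2 (31.4), and beside TRNAE-UUC (30.7) and TRNAH-GUG (27.2). Butyrate-only intervals were strongest downstream of BPIFA2A (22.3) and RAET1G (21.4), upstream of IGLL1 (19.3) and within the deacetylase gene HDAC4 (17.8).

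CTCF sites were largely kept in place. The 24726 shared sites had a median log2 ratio of 0.03 (-0.00 when scaled on the top 10% of regions), with 70 at least 2-fold higher and 11 at least 2-fold lower, or 688 and 45 by peak signal. Higher signal was found at the starts of the integrin gene ITGA8 (1.36) and of ROR2, a receptor for Wnt ligands (1.26), in ERMP1 (1.33) and in the potassium channel gene KCNK17 (1.26). Lower signal was found near the ephrin gene EFNB1 (-1.21), in C8H9orf89 (-1.16), in TMEM44 (-1.10) and in CCDC15 (-1.07). Among the sites called in control only were those at UQCC (63.5), at the start of the spindle checkpoint gene BUB3 (53.0), at the helicase gene DDX27 (52.6) and near TRNAM-CAU on chromosome 19 (51.8). Sites called after butyrate only were strongest at TRNAG-UCC (112) and TRNAG-GCC (109), in ASAP1 (105.0) and at TRNAD-GUC (86.9). The highest mean signals were at TRNAE-CUC (0.37), near the keratinocyte kinase gene RIPK4 (0.09) and near BBC3 (0.56).

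A second comparison asked where intervals of 1 library only were found. H3K27ac intervals called after butyrate only lay in gene bodies in 78.1% of cases and within 2 kb of a gene start in 7.16%. Of those called in control only, 38.1% lay in gene bodies and 30.0% at gene starts. A total of 4351 genes carried butyrate-only H3K27ac intervals in their bodies, and 478 of them carried at least 10, against 52 genes with at least 10 control-only intervals. H3K27me3 showed another displacement: 3.81% of butyrate-only intervals held a CpG island against 21.0% of control-only intervals, 35.3% against 24.9% lay in gene bodies, and 58.7% against 54.3% were intergenic. H3K4me3 intervals called after butyrate only were at gene starts in 31.0% of cases and those in control only in 47.3%, a difference that turned to 2.71 percentage points in favor of butyrate-only intervals when a gene start was taken as 1 kb on either side.

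**Figure D2:**
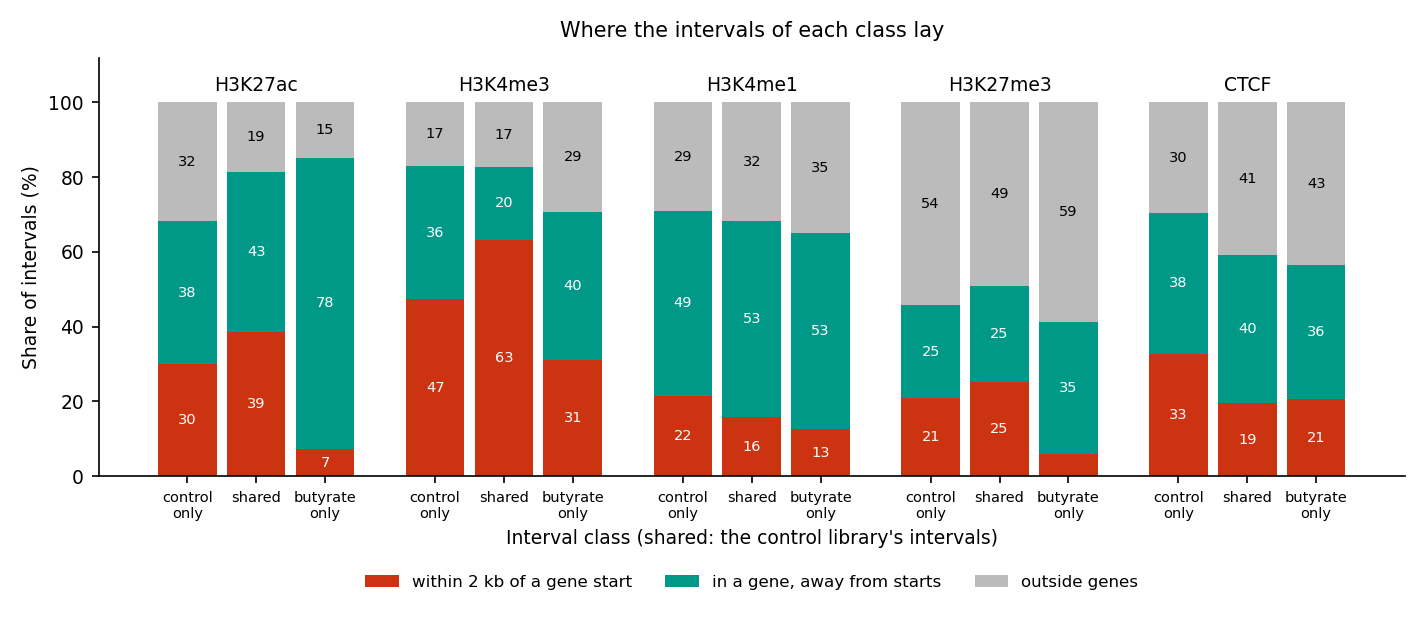
Share (%) of shared, control-only and butyrate-only intervals of each mark that lay within 2 kb of a gene start, in a gene body or between genes, from 1 library per mark and condition. Butyrate-only H3K27ac intervals lay in gene bodies in 78.1% of cases.

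The marks were also compared with each other, because CTCF sites are often shared with active promoters and enhancers. CTCF sites that overlapped H3K27ac were 22.4% in control and 11.0% after butyrate, and those that overlapped H3K4me3 were 23.4% and 24.97%. Overlap of CTCF with H3K4me1 was 12.8% and 9.75%, and with H3K27me3 21.8% and 20.6%. CTCF sites called in control only overlapped control H3K27ac in 49.1% of cases. H3K27ac and H3K27me3, which occupy the same residue, overlapped in 2.70% of control and 0.193% of butyrate H3K27ac intervals. Of all H3K4me3 intervals, 54.4% in control and 32.1% after butyrate overlapped H3K27ac, and 22.8% and 23.4% overlapped H3K27me3. The share of H3K27ac intervals that overlapped H3K4me1 was 55.2% in control and 33.3% after butyrate.

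At promoters, taken as the 2 kb on either side of 23876 gene starts, the active marks parted from each other. H3K27ac was present at 11301 promoters in control and 8324 after butyrate, with 3435 in control only (30.4%; 29.5 to 31.3) and 458 after butyrate only. As the scaling between libraries is not stated, fewer calls or lower signal do not show less acetylation per cell. H3K4me3 was present at 13555 and 14781 promoters, with 56 in control only and 1282 after butyrate only. H3K4me1 was in control only at 4099 of 7343 promoters. H3K27me3 was present at 7889 promoters in control and 7002 after butyrate. CTCF was found at 5884 and 6387 promoters. Among promoters marked in both libraries the median log2 ratio was -0.76 for H3K27ac, -0.36 for H3K27me3, -0.11 for H3K4me1, -0.02 for H3K4me3 and 0.04 for CTCF, and values of single genes below are given relative to these where the shift exceeded 0.1.

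Promoters that carry H3K4me3 and H3K27me3 together are called bivalent and are typical of silent developmental genes. A promoter was counted as bivalent here if an interval of each mark reached its window, whether or not these overlapped. A mark also counts as lost where the edge of its interval moved out of the window, as at ARC below. Bivalent promoters by this rule numbered 3383 in control. After butyrate 2282 of them carried both marks (67.5%; 65.8 to 69.0) and 1093 carried H3K4me3 alone (32.3%; 30.7 to 33.9). Only 6 carried H3K27me3 alone. Of the 4506 promoters with H3K27me3 alone in control, 965 carried both marks after butyrate (21.4%; 20.2 to 22.6). The bivalent promoters had a median H3K4me3 log2 ratio of 0.34, against -0.08 at the 10172 promoters with H3K4me3 alone. H3K27ac was found at 1262 bivalent promoters in control and 766 after butyrate, and at 9402 and 6840 promoters with H3K4me3 alone. Its median log2 ratio where both libraries had it was -0.63 at 738 bivalent promoters and -0.80 at 6766 promoters with H3K4me3 alone. H3K27ac was in control only at 524 of the 1262 and at 2636 of the 9402, a larger share of the bivalent promoters. The medians leave out these promoters and the shares were not matched on control signal, so neither ranks the groups.

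**Figure D3:**
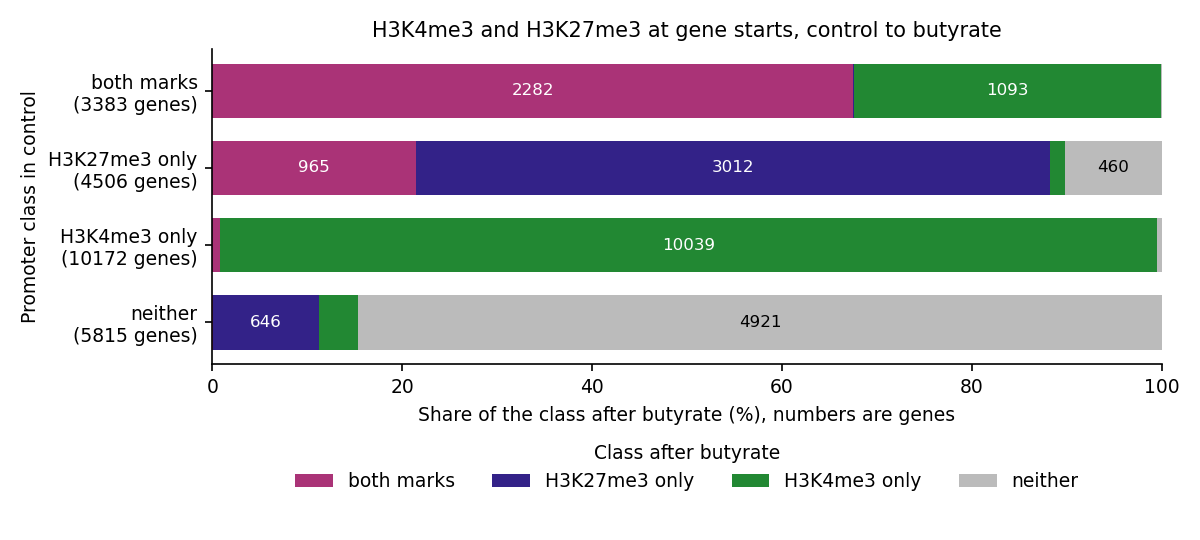
Fate after butyrate of promoters grouped by their control marks (H3K4me3 with H3K27me3, either alone or neither), as share of the promoters in each group (%). Of the 3383 bivalent promoters, 67.5% kept both marks and 32.3% carried H3K4me3 alone.

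Gene lists fixed before the data were examined were then followed at their promoters. For H3K27ac the share of marked promoters called in control only was taken, for H3K4me3 the share of unmarked promoters called after butyrate (gained below), and for all marks the median log2 ratio. Each was placed among 10000 random gene lists of the same size, matched on signal for medians and control-only shares and on the presence of H3K27me3 in control for H3K4me3 gains, as a description of these libraries. For the gains, neither the height of H3K27me3 nor CpG islands were matched. A gained share above random lists can therefore reflect the kind of promoter as well as the list. Over the 21 fixed lists and 5 marks, 253 percentiles of medians (78), control-only shares (87) and gained shares (88) were computed and 42 lay outside the central 95%, where chance alone would give 12.7. Of these, 15 of 50 were for H3K4me3, 12 of 52 for H3K27ac and 1 of 47 for H3K27me3. The lists overlap in part, and all genes of a list share the same pair of libraries. Of the 40 mitosis genes 38, and of the 44 DNA replication genes 26, also belong to the genes with lower mRNA taken up below, while no HOX gene and 1 of 91 developmental factors belong to those with higher mRNA. Of the other lists, 16 of 69 neuronal, 13 of 79 Ras, 11 of 51 arachidonic acid, 10 of 71 cAMP and 9 of 68 epithelial genes belong to those with higher mRNA.

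Mitosis and DNA replication genes stood out by H3K27ac. Of 37 mitosis promoters with H3K27ac in control, 25 had none after butyrate (67.6%; random lists 43.8%; percentile 99.9), among them AURKA, a spindle kinase, CENPE and KIF11, motors of chromosome movement, and TOP2A, a topoisomerase, with control signals of 57.5, 54.1, 53.8 and 26.8. ECT2, an exchange factor of cytokinesis, was marked in both libraries and lay at -1.08 relative to the median promoter, and MKI67 at 0.42. H3K27me3 intervals at MKI67 (14.6), TOP2A (8.91) and KIF23 (8.41) were found in control only. The median of the 12 promoters marked in both libraries was -0.51, at percentile 71.9, and those without an interval after butyrate have no value in it. Of 38 DNA replication promoters 22 had H3K27ac in control only (57.9%; random lists 29.7%; percentile 100), including PCNA, the replication clamp (50.7), RFC2, a clamp loader subunit (67.8), the polymerase subunit gene POLA2 (25.6), GINS3 (48.5) and the ribonucleotide reductase gene RRM1 (58.9), and the median of the others was -1.14 (percentile 0.41). GINS4, marked in both libraries, lay at -0.55 relative to the median promoter, and TK1 was highest at 0.97. PRIM1, a primase gene, had an H3K4me3 log2 ratio of -0.72. H3K4me3 of the mitosis list had a median of -0.22 (percentile 0.02) and that of the replication list -0.10 (percentile 11.9). A list of housekeeping genes also lay low in H3K4me3, at -0.19 (percentile 0.51), while its H3K27ac was in control only at 4 of 24 promoters (percentile 49.5), HPRT1, TUBA1B and ATP5B among them.

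Among cell cycle inhibitors 1 of 18 H3K27ac promoters was called in control only (5.56%, percentile 4.85), that of CDKN2D. The promoter of CDKN1A, the p21 inhibitor of cyclin-dependent kinases, had an H3K4me3 signal of 22.2 in control and 32.5 after butyrate (log2 ratio 0.55), and H3K27ac at -0.35 relative to the median promoter. CDKN1C had H3K4me3 at 0.39, and the retinoblastoma relatives RBL1 and RBL2 and the stress gene SESN1 had relative H3K27ac of -0.60, -0.08 and -0.28. The rule for naming genes ranks deposited ratios, which favors low H3K27ac, and the highest relative values here, at GADD45A (0.89), CDKN1B (0.75) and MDM2 (0.72), went the other way, as did those of the lists below that are given as highest. Their H3K4me3 median was -0.05 (percentile 43.5).

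Chromatin regulators gave a mixed picture. Among deacetylases and acetyltransferases 3 of 22 H3K27ac promoters were in control only (percentile 6.38), and 2 of 7 promoters without it gained an interval (percentile 98.4). HDAC11, a class IV deacetylase, had an H3K4me3 log2 ratio of 0.68 and H3K27me3 in control only (14.3), and BRD2, a reader of acetylated histones, a relative H3K27ac of -1.26. HDAC6 was marked by H3K27ac in control only (37.2), HDAC3 and SIRT1 had H3K27me3 in control only (8.83 and 8.09), and KAT6A had a relative H3K27ac of -0.72, while KAT2A (0.76) and BRD3 (0.74) were highest. Among Polycomb and Trithorax genes 10 of 27 H3K27ac promoters were in control only (percentile 67.2), those of EZH1, JARID2, PCGF2, CBX8 and ASH2L included, and RBBP4 and PCGF1 had relative values of -0.84 and -0.51, while KMT2D (0.81) and WDR5 (0.68) were highest. Linker and variant histone genes had H3K27ac in control only at 2 of 10 promoters (percentile 31.2), H2AFZ among them. H1F0, a linker histone gene of resting cells, had an H3K4me3 log2 ratio of 0.92 and H3K27ac at 0.88 relative to the median, H2AFY2 an H3K4me3 ratio of 0.86, and H2AFV, H2AFJ, H3F3A and H3F3B relative H3K27ac of -0.17, -0.68, -0.44 and -0.38. CTCF and cohesin genes had H3K27ac in control only at 3 of 15 promoters (percentile 54.8), with SMC1A and ESCO2 (32.8 and 58.1) among these, and relative values of -0.89 at STAG1 and -0.36 at ESCO1, while YY1 (0.29) was highest. H3K27me3 at SMC1B, CTCFL and STAG3 was 7.53, 10.3 and 14.6 in control and was 5.36 and 9.25 at the first pair after butyrate, with no interval at STAG3.

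Developmental genes stood out by H3K4me3, for gains against lists matched on the presence of H3K27me3 alone. Of 35 developmental transcription factor promoters without H3K4me3 in control, 24 had it after butyrate (68.6%; random lists 22.9%; percentile 100), including NKX2-1, a factor of lung and thyroid (58.3), EN2 (61.5), TBX1 (73.7) and TLX3 (80.3), and the median log2 ratio of those marked in both was 0.49 (percentile 100). LHX1 and DLX5 had ratios of 0.71 and 1.25. HOX genes, which set position along the body axis, gained H3K4me3 at 13 of 21 promoters (61.9%; random lists 23.0%; percentile 100), HOXA2, HOXC11, HOXC12 and HOXC13 among them (20.4, 50.7, 60.7 and 54.6), and HOXB9 had a ratio of 1.48, while the median of the HOX promoters marked in both libraries was 0.21 (percentile 60.3). H3K27ac, at the few promoters that had it in both libraries, had a median of -0.04 for 13 developmental (percentile 100) and of -0.20 for 5 HOX promoters (percentile 99.01), against -0.76 for all promoters. H3K27me3 at the same genes was lower but remained: the HOX median was -1.05 against -0.99 of random lists (percentile 22.3), and that of the developmental factors -0.90 (percentile 24.2). The 31 HOX promoters with H3K27me3 in both libraries held 6 distinct control values, because broad intervals cover several genes, so the HOX percentile rests on few intervals. HOXC10 to HOXC13 share 1 value, 42.5 in control and 16.9 after butyrate. HOXA13 had a relative H3K27me3 of -1.07.

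Neuronal and synaptic genes gained H3K4me3 at 19 of 36 promoters (52.8%; random lists 19.3%; percentile 100). GRIK1, a kainate receptor (53.7), and the scaffold genes SHANK1 (57.3) and SHANK2 (61.4) had it after butyrate only, CPLX1, a regulator of synaptic vesicle fusion, had a log2 ratio of 1.27 and NCAM1 one of 0.21. GRIN2D had H3K27ac in control only (61.6) and relative H3K27me3 of -1.32. Stratified epithelium genes gained H3K4me3 at 15 of 28 promoters (53.6%; random lists 11.5%; percentile 100), among them the epithelial transcription factor genes GRHL2 (54.6) and ELF3 (78.6), the claudin gene CLDN7 (52.9) and the laminin chain gene LAMB3 (83.0). ESRP2, an epithelial splicing factor, had a signal of 27.2 in control and 87.0 after butyrate (log2 ratio 1.68) and ESRP1 and OCLN, a tight junction gene, had ratios of 0.29. The H3K27ac of this list was in control only at 5 of 26 promoters (percentile 1.61).

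Genes of short-chain fatty acid transport and ketogenesis, the pathway by which the rumen epithelium takes up and uses butyrate, gained H3K4me3 at 2 of 16 promoters (percentile 42.2), SLC9A2 (42.6) and AQP3 (30.0), and had a median of 0.11 (percentile 98.5). The lactate and ketone transporter gene SLC16A3 had an H3K4me3 signal of 26.6 in control and 85.2 after butyrate (log2 ratio 1.68), CA4, a carbonic anhydrase, 35.1 and 83.2 (1.24) and SLC16A7 49.6 and 73.6 (0.57). H3K27ac was in control only at 11 of 24 promoters (percentile 87.0), including OXCT1, an enzyme of ketone use, and HADH, an enzyme of fatty acid oxidation. Arachidonic acid metabolism genes gained H3K4me3 at 6 of 22 promoters (percentile 93.1), with PTGDS and PTGIS, prostaglandin synthases, at 64.6 and 58.5, ALOX15B at 68.4 and GGT1 at 84.3, and a ratio of 1.29 at ALOX12. PLA2G4E had H3K27me3 after butyrate only (6.99). Their H3K27ac was in control only at 7 of 13 promoters (percentile 87.0).

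In cAMP signaling 12 of 31 promoters gained H3K4me3 (38.7%; random lists 17.1%; percentile 99.8), among them the phosphodiesterase gene PDE4C (76.5), CREB3L3 (28.7) and the receptor genes ADORA2A (63.5), PTGER3 (58.5), GIPR (32.4) and GCGR (51.6), and H3K27ac was in control only at 2 of 14 (percentile 1.63). RAPGEF3, a cAMP-activated exchange factor, had H3K27me3 in control only (14.1). Ras signaling genes gained H3K4me3 at 1 of 17 promoters (percentile 32.3) but had a median of 0.12 (percentile 99.9), with ratios of 2.00 at RASGRF1, an exchange factor for Ras, 1.68 at EFNA3 and 1.01 at PAK6, and had H3K27ac in control only less often than random lists, at 6 of 42 promoters (14.3%; random lists 31.0%; percentile 0.42). IGF1R had relative H3K27ac of 1.08 and MRAS of -1.05, and FGF9 and EFNA4 had H3K27me3 in control only (13.6 and 22.2). AP-1 and immediate early genes had H3K27ac in control only at 3 of 25 promoters (percentile 55.2), EGR2 and IER2 among them, a relative H3K27ac of -1.02 at FOSB, 1.00 at IER5 and 0.33 at NR4A3, and an H3K4me3 ratio of 1.68 at KLF2.

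Markers of other cell types were followed because a primary culture could hold them. In control, H3K4me3 was present at 35 of 63 stratified epithelium promoters and at 16 of 21 fibroblast promoters. It was present at 7 of 12 smooth muscle, 3 of 15 endothelial and 3 of 19 immune cell promoters. H3K27ac was present in control at 26 of 63 epithelial and 10 of 21 fibroblast promoters. What these counts say about the cells in the culture was not tested. Fibroblast markers gained H3K4me3 at 2 of 5 promoters (percentile 85.8), TCF21 (36.0) and SFRP2 (49.9), and had a median of 0.23 (percentile 99.9), with ratios of 1.42 at PDGFRA and 0.37 at FBLN1. In the other direction, 2 of 16 had it in control only (12.5%; random lists 0.512%; percentile 99.9), COL3A1 and POSTN, a share at percentile 49.6 with low signals left out and 95.4 with a 1 kb window. COL1A2 had H3K27ac in control only (31.5) and PRRX1 a relative H3K27ac of 0.99. Smooth muscle markers gained H3K4me3 at 2 of 5 promoters (percentile 94.6), MYH11 (34.0) and DES (49.8), with relative H3K27ac of -0.27 at ACTA2, -0.12 at SMTN and 0.74 at LMOD1, and an H3K27me3 interval after butyrate only at MYLK (7.17). Endothelial markers gained it at 4 of 12 (percentile 90.0), CLDN5 (47.2), SOX18 (41.1) and EGFL7 (78.8) among them, with ratios of 1.45 at FLT1 and 1.16 at ESAM. Immune cell markers gained it at 1 of 16 (percentile 20.5), the myeloid factor gene SPI1 (25.5), with ratios of 1.27 at CORO1A, 0.92 at CD8A and 0.90 at CD14.

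Some of these list values depended on the processing. Of the 61 percentiles outside the central 95%, over all lists and marks, 33 came inside it under at least 1 alternative. With low signals left out this held for the H3K4me3 medians of mitosis (percentile 10.2), housekeeping (3.08), fatty acid (95.9) and Ras genes (95.6), and with a 5 kb window for the H3K27ac shares of epithelial (4.97, and 2.52 with 1 kb) and cAMP genes (4.94). The H3K27ac median of the replication genes (2.78, 3.50 and 5.79 with a 1 kb window, without low signals and by peak signal) and the fibroblast H3K4me3 median by peak signal (96.7) did so as well. The H3K27ac shares of mitosis and replication genes stayed outside with both windows and without low signals, and so did the H3K4me3 gains of developmental, HOX, neuronal, epithelial and cAMP genes with both windows, the only settings run for them.

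**Figure D4:**
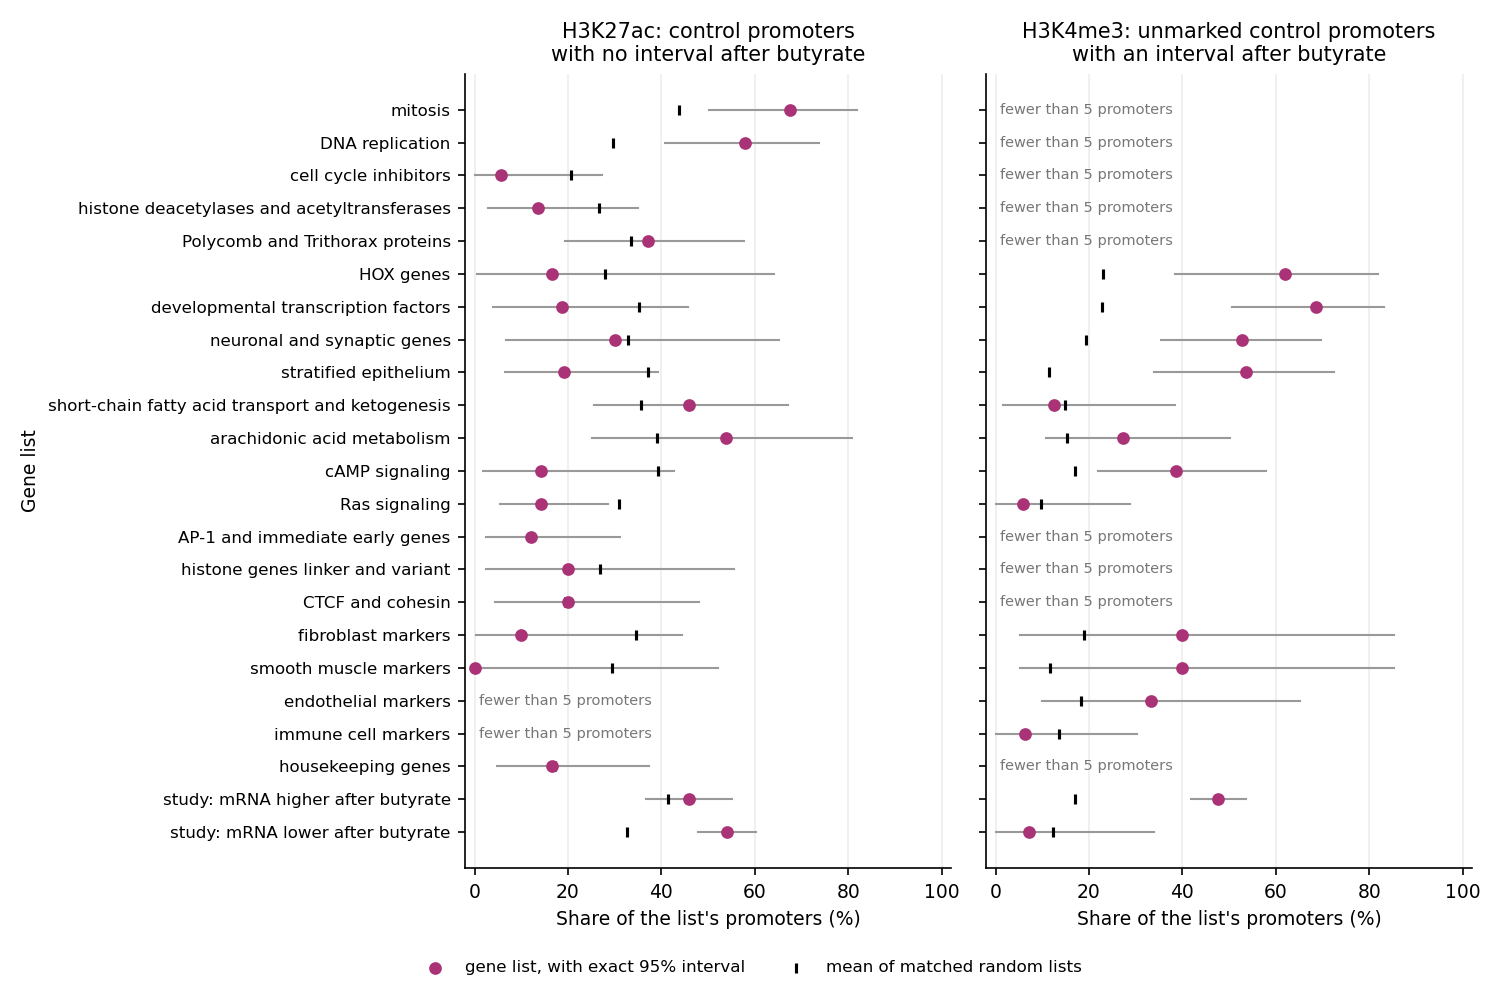
Share (%) of the promoters of each gene list with H3K27ac in control only (left, of those marked in control) and with H3K4me3 after butyrate only (right, of those unmarked in control), with exact 95% intervals as lines and the mean of matched random lists as ticks, from 1 library per mark and condition. Mitosis and DNA replication lay above their random lists for H3K27ac, and developmental, HOX, neuronal and epithelial genes for H3K4me3.

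The question whether chromatin at gene starts went with mRNA was addressed with genes that had higher or lower mRNA after butyrate in RNA-seq of the same cell system. The names and the direction alone were used, and because these lists were chosen on the same cells they are not independent evidence of a direction. Of the genes with higher mRNA, 797 of 934 had a start here. H3K4me3 was gained at 135 of 283 unmarked promoters (47.7%; random lists 17.1%; percentile 100) with a median log2 ratio of 0.65 at those marked in both (percentile 100), and H3K27me3 was in control only at 98 of 563 promoters (17.4%; random lists 14.2%; percentile 98.6) with a median of -0.64 (percentile 0.00). With low signals left out the share was 13.4%, at percentile 85.6. H3K27ac was absent in both libraries at 664 of these 797 promoters and in control only at 55 of 120 (45.8%; random lists 41.5%; percentile 85.3, and 98.9, 98.1 and 98.8 with a 1 kb window, a 5 kb window and low signals left out). Its median at those marked in both was -0.44 (percentile 97.8, and 92.9 with low signals left out), above random lists. Of the genes with lower mRNA, 281 of 332 had a start. Their H3K27ac was in control only at 138 of 255 promoters (54.1%; random lists 32.6%; percentile 100) with a median of -0.92 (percentile 0.14), and their H3K4me3 median was -0.17 (percentile 0.00). Loss of H3K27me3 was not particular to higher mRNA. Among genes with lower mRNA it was in control only at 16 of 31 promoters (51.6%; random lists 25.1%; percentile 99.9, and 96.25 with a 5 kb window). Its median at those marked in both was -0.22 (percentile 60.1). H3K4me1 was in control only at 78 of 103 promoters of the genes with lower mRNA (75.7%; percentile 100) and at 129 of 392 of those with higher mRNA (32.9%; percentile 0.00).

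A pair of genes, ARC and MAD2L1, were taken because the study displayed them. ARC, an immediate early gene of synaptic plasticity on chromosome 14 (start at 2892566), had an H3K4me3 signal at its promoter of 61.7 in control and 119.5 after butyrate (log2 ratio 0.95). H3K27me3 reached its start in control, in an interval from 2884400 to 2940199, and began at 2896000 after butyrate, which is beyond the 2 kb window. Neither library had H3K27ac at its promoter. MAD2L1, a spindle checkpoint gene on chromosome 6 (start at 6013171), had H3K27ac in control only, from 6012332 to 6013572 with a signal of 25.8, and H3K4me3 in both libraries, at 71.5 and 84.8 (log2 ratio 0.24). This ratio does not show a higher peak, since the H3K4me3 peak signal was 179 in both libraries. The main control interval had an average signal of 78.4 over 2218 bp, against 1619 bp after butyrate. A weaker control interval, at 22.5, lowers the control value. Neither gene had a replicate, and the call of an interval in 1 library only can turn on a small difference in signal near the calling threshold.

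**Figure D5:**
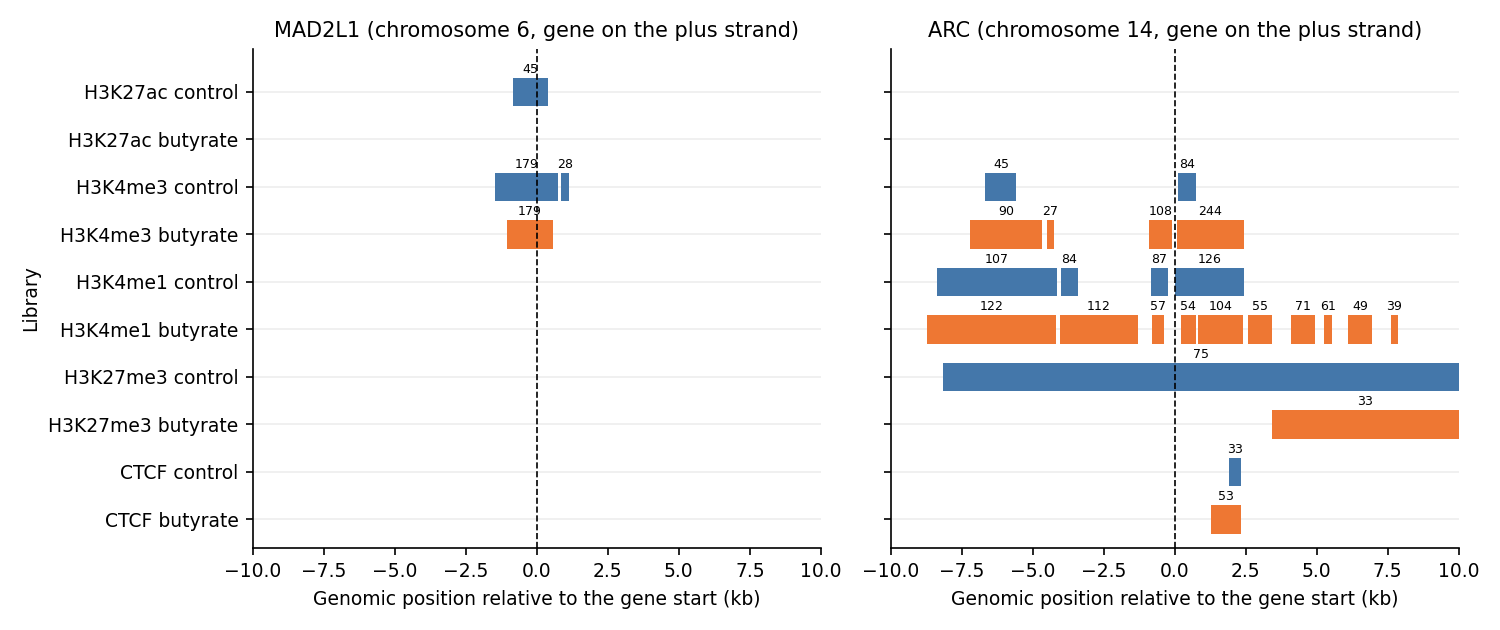
Called intervals of 5 marks within 10 kb of the starts of ARC and MAD2L1, drawn to scale in UMD3.1 coordinates, with 1 control and 1 butyrate library per mark. H3K27ac is found at MAD2L1 in control only, and H3K4me3 at both genes in both libraries.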

Values the study reported

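The study stated a total of 428,908,598 clean paired-end reads for the ChIP-seq data sets of these cells and 39,941,058 for the input. It reported that H3K27me3 intervals covered 11.87% of the genome in the primary cells after butyrate. It counted 934 genes with higher and 332 with lower mRNA. Of the flanking bivalent chromatin state, built from more marks than the 2 used here and over the whole genome, 61.41% was stated to be kept at 24 h, and 470 of the 934 genes were tied to a shift from that state to active ones. The fold change in mRNA was given as 23.26 for ARC, which was higher, and 27.54 for MAD2L1, which was lower.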

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

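All alternatives here were chosen before the data were examined. Each result was recomputed under 1 alternative at a time, which gave 1090 values. Of the values that answer a comparison, 523 stayed within the 95% interval of the reported value or, for counts, within 1.5 times it, 205 left that range, and 14 changed sign or side where a direction had been called (a 95% interval without 0; for lists, a percentile outside the central 95%, with the side of random lists counted for shares and medians and the sign for medians whose 95% interval lacks 0). Sign changes with no direction called are among the others, 12 in those 205 and 6 in those 523. For H3K4me1 and CTCF at the gene lists the numbers were 317, 29 and 2. The 61 list percentiles outside the central 95% were recomputed 217 times and stayed outside in 162 of them, and of the 222 inside it 26 came outside under at least 1 alternative. Medians of the deposited signal rest on a scaling between libraries that is not stated, so their sign is open. Multiplying the signal of a whole library by 1 factor leaves the shares of called intervals as they are. It can move the place of a median among random lists only through the bins of mean signal. A difference in depth or enrichment between libraries can change which intervals are called, and so the shares and their places among random lists. Depth limits every call of an interval in 1 library only, and no result was recomputed at equal depth. Apart from centring and scaling, whose construction moves every value of a mark alike, the cause was not tested. No paired analysis was possible because each mark had 1 library per condition and no result came from a test. Restriction to assembled chromosomes was not run, as the file holds only the 29 autosomes and chromosome X. The H3K27ac share in control only ranged over 52.9 to 73.0% for mitosis, 51.3 to 65.8% for replication and 44.2 to 60.5% for lower-mRNA genes, and the H3K4me3 share gained over 53.7 to 76.7% for developmental, 43.5 to 73.3% for HOX, 45.9 to 52.8% for neuronal, 42.9 to 53.6% for epithelial, 36.4 to 48.3% for cAMP and 45.2 to 52.9% for higher-mRNA genes, outside the central 95% in each case.

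With at least 50% of the shorter interval overlapped, the overlapped shares (%) of control intervals were 49.1, 90.8, 44.1, 81 and 88.9, and of butyrate intervals 47.1, 69.8, 57.5, 68.8 and 73, for H3K27ac, H3K4me3, H3K4me1, H3K27me3 and CTCF in that order. With intervals of low peak signal (below the 25% quantile) left out, the overlapped shares (%) of control intervals were 56.9, 98.7, 54.7, 85.8 and 96.2, and of butyrate intervals 53.2, 82.4, 61.4, 77.7 and 86.2, for H3K27ac, H3K4me3, H3K4me1, H3K27me3 and CTCF in that order. With the same number of intervals in both libraries, the overlapped shares (%) of control intervals were 45.4, 86.5, 49.97, 75.4 and 85.8, and of butyrate intervals 52.3, 79.3, 57.6, 75.5 and 80.7, for H3K27ac, H3K4me3, H3K4me1, H3K27me3 and CTCF in that order.

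At a 1.5-fold threshold, the numbers of higher and lower shared regions were 964 and 7049 for H3K27ac, 3286 and 435 for H3K4me3, 522 and 1276 for H3K4me1, 156 and 2361 for H3K27me3 and 1019 and 536 for CTCF. At a 3-fold threshold, the numbers of higher and lower shared regions were 0 and 515 for H3K27ac, 114 and 0 for H3K4me3, 0 and 0 for H3K4me1, 0 and 56 for H3K27me3 and 0 and 0 for CTCF. By peak signal at 2-fold, the numbers of higher and lower shared regions were 602 and 6993 for H3K27ac, 2306 and 120 for H3K4me3, 254 and 687 for H3K4me1, 42 and 2262 for H3K27me3 and 688 and 45 for CTCF. Centred on the median region they were 931 and 1091 for H3K27ac and 41 and 26 for H3K4me1, with 35 lower for H3K4me3 and 9 higher for H3K27me3. Other settings gave 9 lower H3K4me3 regions without low signals, and 1 higher H3K27me3 and 6 lower CTCF regions with a pseudocount of 1. The median log2 ratio of shared regions changed sign when scaled on the top 10% of regions, to 0.59 for H3K27ac, 0.083 for H3K4me1, 0.66 for H3K27me3 and -0.0018 for CTCF. By peak signal it was -0.71 for H3K27ac, 0.091 for H3K4me3, -0.12 for H3K4me1, -0.18 for H3K27me3 and 0.097 for CTCF, and without low signals -0.62 for H3K27ac, 0.029 for H3K4me3, -0.087 for H3K4me1 and -0.13 for H3K27me3.

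The difference in share between butyrate-only and control-only intervals changed sign with a 1 kb window for H3K4me3 at gene starts (2.71 percentage points) and in gene bodies (-11.2) and for H3K4me1 in gene bodies (-0.95), since intervals then move between the classes. At gene starts it was also -21.8 for H3K27ac, -4.69 for H3K4me1 and -12.1 for H3K27me3 with 1 kb, and -16.4, -19.4 and -21.6 for H3K27ac, H3K4me3 and H3K27me3 with 5 kb, where gene bodies gave 32.1, 8.02 and 12.2. With 50% overlap, the share that overlapped another mark (named in brackets) differed after butyrate by these percentage points: -19.6 (H3K4me1), -1.83 (H3K27me3), -7.26 (CTCF) for intervals of H3K27ac, -13.9 (H3K4me1), 1.27 (H3K27me3) for intervals of H3K4me3, -5.08 (H3K27ac) for intervals of H3K4me1, -2.16 (H3K27ac) for intervals of H3K27me3 and -10.5 (H3K27ac), -2.03 (H3K4me1) for intervals of CTCF. With low-peak intervals left out, the share that overlapped another mark (named in brackets) differed after butyrate by these percentage points: -17.1 (H3K4me3), -16.1 (H3K4me1), -2.71 (H3K27me3), -7.46 (CTCF) for intervals of H3K27ac, -29.7 (H3K27ac), -11.8 (H3K4me1), 1.46 (H3K27me3) for intervals of H3K4me3, -8.04 (H3K27ac), -3.35 (H3K4me3), 4.13 (H3K27me3), 0.371 (CTCF) for intervals of H3K4me1, 0.929 (H3K4me3), 0.297 (H3K4me1), -0.336 (CTCF) for intervals of H3K27me3 and -10.7 (H3K27ac), -2.12 (H3K4me1) for intervals of CTCF. Of these, the overlap of H3K27me3 with H3K4me3 and with H3K4me1 changed sign.

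Bivalent promoters with both marks after butyrate were 71.4% with a 5 kb window and 64% with low-peak intervals left out, those with H3K4me3 alone 28.3% and 35.6%, and H3K27me3-only promoters that had both marks afterwards 22.9%, 23% and, with a 1 kb window, 19.8%. H3K27ac in control only at bivalent promoters was 35.8%, 45.5% and 46.3%.

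Centred on the median promoter, the H3K27ac median was 0.25 for mitosis, -0.38 for replication, -0.077 for cell cycle inhibitor, 0.00087 for deacetylase, -0.075 for Polycomb and Trithorax, 0.56 for HOX, 0.72 for developmental, 0.027 for neuronal, 0.28 for epithelial, 0.073 for fatty acid, -0.032 for arachidonic acid, 0.49 for cAMP, 0.35 for Ras, 0.0798 for immediate early, -0.051 for CTCF and cohesin, 0.51 for fibroblast, -0.11 for smooth muscle, -0.023 for housekeeping, 0.32 for higher-mRNA and -0.16 for lower-mRNA genes. The H3K27me3 median was -0.27 for Polycomb and Trithorax, -0.69 for HOX, -0.54 for developmental, -0.28 for neuronal, -0.12 for epithelial, 0.10 for fatty acid, -0.31 for cAMP, -0.28 for Ras, -0.44 for fibroblast, -0.11 for endothelial, 0.25 for immune cell, -0.29 for higher-mRNA and 0.14 for lower-mRNA genes under the same setting. By peak signal, the H3K27ac median was -0.998 for mitosis, -1.67 for replication, -1.20 for cell cycle inhibitor, -1.36 for deacetylase, -1.41 for Polycomb and Trithorax, -0.34 for HOX, -0.87 for Ras, -1.10 for CTCF and cohesin, -1.73 for smooth muscle, -1.39 for housekeeping, -0.70 for higher-mRNA and -1.60 for lower-mRNA genes. The H3K4me3 median was 0.87 for higher-mRNA and -0.20 for lower-mRNA genes under the same setting. The H3K27me3 median was -1.20 for developmental, -0.96 for neuronal, -1.53 for epithelial, -1.05 for arachidonic acid, -1.10 for cAMP, -1.22 for Ras, -1.06 for immediate early and -1.25 for higher-mRNA genes under the same setting. Without low signals, the H3K27ac median was -0.20 for HOX, -0.68 for higher-mRNA and -1.08 for lower-mRNA genes. The H3K27ac share in control only (%) was 16.7 for Polycomb and Trithorax, 0 for HOX, 0 for developmental, 0 for epithelial, 0 for cAMP, 0 for fibroblast and 44.2 for lower-mRNA genes under the same setting. The H3K4me3 median was 0.22 for developmental and 0.47 for higher-mRNA genes under the same setting. The H3K4me3 share in control only (%) was 0 for epithelial, 0 for Ras, 0 for fibroblast and 0.813 for higher-mRNA genes under the same setting. The H3K4me1 share in control only (%) was 55.6 for HOX genes under the same setting. The H3K27me3 share in control only (%) was 13.4 for higher-mRNA genes under the same setting. With a 1 kb window, the H3K27ac median was -0.12 for HOX genes. The H3K27ac share in control only (%) was 56.3 for higher-mRNA and 60.5 for lower-mRNA genes under the same setting. The H3K27ac share gained (%) was 0 for immune cell and 0 for lower-mRNA genes under the same setting. The H3K4me3 share gained (%) was 0 for Ras genes under the same setting. The H3K4me1 median was -0.0498 for Ras genes under the same setting. The H3K27me3 share in control only (%) was 5.41 for developmental genes under the same setting. The H3K27me3 share gained (%) was 0 for cell cycle inhibitor and 0 for Ras genes under the same setting. With a 5 kb window, the H3K27ac median was -0.012 for HOX and -0.87 for smooth muscle genes. The H3K27ac share in control only (%) was 0 for cell cycle inhibitor, 4.76 for Ras and 46.5 for lower-mRNA genes under the same setting. The H3K27ac share gained (%) was 0 for endothelial, 0 for immune cell and 4.78 for higher-mRNA genes under the same setting. The H3K27me3 share gained (%) was 0 for cell cycle inhibitor genes under the same setting. Centring turned the sign of the H3K27ac medians of mitosis, deacetylase, HOX, developmental, neuronal, epithelial, fatty acid, cAMP, Ras, immediate early, fibroblast and higher-mRNA genes and of the H3K27me3 medians of fatty acid, immune cell and lower-mRNA genes, by construction and not their place among random lists. Among called values of lists, the side of random lists changed for the H3K4me1 share of HOX genes and the H3K4me3 shares in control only of fibroblast and higher-mRNA genes without low signals, and the H3K4me1 median of Ras genes with a 1 kb window.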

Other observations

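The tests of weak calls and of split intervals for H3K27ac and all tests of mitosis and DNA replication genes below were chosen after the result was seen, and for the others related values, but not those they measure, had been seen. The genes with the most butyrate-only H3K27ac intervals in their bodies, chosen after their values were seen, were CUX1, a homeodomain transcription factor (63 butyrate-only and 2 control-only intervals), VPREB1 (62 and 10), the actin capping gene CAPZB (61 and 2), the corepressor gene CTBP2 (59 and 1), NXN (55 and 4) and MICAL3 (54 and 1). These counts were not scaled by gene length, which favors long genes. The placement of intervals in genes is that of the file and was not checked. CTCF and H3K4me1 also differed at some gene lists. CTCF was in control only at 4 of 8 mitosis promoters (percentile 98.7) and H3K4me1 was gained at 8 of 39 cAMP promoters (20.5%, percentile 98.6), and both stayed outside the central 95% in the settings run for them. The other values named here did not. CTCF sites marked in both libraries at HOX and developmental promoters had medians of 0.45 and 0.38 (percentiles 99.9 and 99.95). With low signals left out they were 0.32 and 0.20, at percentiles 96.5 and 91.0, and the developmental median also came to percentiles 85.7, 95.8 and 96.9 with a 1 kb window, a 5 kb window and by peak signal. H3K4me1 was in control only at 12 of 15 housekeeping promoters (80.0%, percentile 99.7) and at 13 of 39 developmental ones (33.3%, percentile 0.22). With a 5 kb window for the first and a 1 kb window for the second the percentiles were 95.8 and 8.98. H3K4me1 was gained at 5 of 15 immune cell promoters (33.3%, percentile 99.6), and the percentile was 94.4 with a 1 kb window. A cluster of tRNA genes on chromosome 3, with TRNAG-GCC and TRNAG-UCC, was among the strongest regions of H3K4me1 and held intervals of other marks in 1 library only. Reads from copies of such genes are hard to place, and this was not tested.

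H3K27ac intervals lay in gene bodies more often after butyrate. Weak calls added in the butyrate library as the whole cause are argued against, since among the 10000 intervals of highest peak signal in each library 48.6% after butyrate and 20.9% in control lay in gene bodies, 27.7 percentage points apart (26.4 to 28.9). Splitting of broad control intervals as the cause is argued against as well: among intervals that overlap one of the other library, which alone can be pieces of a split interval, 42.7% after butyrate and 42.8% in control lay in gene bodies, -0.12 points apart (-1.06 to 0.814). Acetylation spreading within genes whose start was acetylated before stays open. Of butyrate-only gene-body intervals, 86.0% for H3K27ac and 54.6% for H3K4me1 lay in such genes, a difference of 31.4 points. H3K4me1 is another mark, and control-only or shared H3K27ac intervals were not compared in this way, so the difference cannot decide it. Library depth, for which the totals of the study were not used, antibody yield and culture differences stay open, with 1 library per condition.

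The H3K27me3 ratio of butyrate over control was lower at shared regions with a CpG island than at those without. Matched on average signal in 10 bins, shared regions with an island lay -0.26 (-0.30 to -0.24) from those without. This argues against a lower enrichment of the butyrate library that acts alike on all intervals of like average signal. Height at the summit was not matched and differences within a bin remain, so an enrichment that depends on these stays open. Without matching, the medians of regions with and without an island were -0.38 and -0.01. H3K4me3 gained at the same promoters may belong with the lower H3K27me3: promoters that gained H3K4me3 lay -0.20 from those without it in either library at like H3K27me3 (-0.24 to -0.16). Their medians without matching were -0.61 and -0.11. The test shows that the 2 occur together and gives no order. Its bootstrap drew promoters as independent although genes under the same broad interval share a value, so the range can be too narrow. A bias of the libraries by base composition was not tested and stays open.

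H3K27ac was called in control only at the starts of mitosis and DNA replication genes. To weigh a general loss at starts of like control height, both lists were set against the largest departure over 19 fixed lists in each random draw. The shares in control only lay at percentile 96.9 for mitosis and 99.88 for replication genes, the first close to the limit of 95. These lists were picked because they stood out among several marks and measures, and the draws allow for the choice of list only. Within that limit the values go against a general loss for replication genes, and the question is left open for mitosis genes. Whether lower H3K4me3 at the same starts belongs with the H3K27ac calls in control only stays open. The pooled median was -0.15 against -0.04 (percentile 0.06), but this repeats the list medians, and the replication list alone lay inside the central 95% (percentile 11.9, though 0 by peak signal). Moreover, housekeeping genes also lay low in H3K4me3 (-0.19, percentile 0.51) and the mitosis median came to percentile 10.2 with low signals left out. A lower share of dividing cells in the culture could give the same picture and was not tested.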
